# Screening the immune-related circRNAs and genes in mice of spinal cord injury by RNA sequencing

**DOI:** 10.3389/fimmu.2022.1060290

**Published:** 2022-11-21

**Authors:** Yongjin Li, Baobao Wang, Wenzhi Sun, Chao Kong, Guowang Li, Xiaolong Chen, Shibao Lu

**Keywords:** spinal cord injury, RNA-sequencing, circular RNA, immune, inflammation

## Abstract

Spinal cord injury (SCI) is a pathological condition that leading to serious nerve damage, disability and even death. Increasing evidence have revealed that circular RNAs (circRNAs) and mRNA are widely involved in the regulation of the pathological process of neurological diseases by sponging microRNAs (miRNAs). Nevertheless, the potential biological functions and regulatory mechanisms of circRNAs in the subacute stage of SCI remain unclear. We analyzed the expression and regulatory patterns of circRNAs and mRNAs in SCI mice models using RNA-sequencing and bioinformatics analysis. A total of 24 circRNAs and 372 mRNAs were identified to be differentially expressed. Then we identifying the immune-related genes (IRGs) from them. The protein-protein interaction network were constructed based on the STRING database and Cytoscape software. Furthermore, Go and KEGG enrichment analysis were conducted to predict the functions of the IRGs and host genes of DECs. These findings will contribute to elucidate the pathophysiology of SCI and provide effective therapeutic targets for SCI patients.

## Introduction

Spinal cord injury (SCI) is a life-shattering central nervous system injury with high disability rate and mortality rate, which is known to bring serious social-economic burden around the world (1, 2). It has been reported that the annual incidence of SCI in different countries ranges from 11.5 to 57.8 cases per million people (3, 4), and these patients face a heavy economic burden and a significantly reduced quality of life because SCI is often accompanied by permanent neurological impairment and various complications (1, 5). At present, the etiological classification of SCI is roughly divided into two categories: traumatic and nontraumatic injuries (2). The traffic and sports accident, violence and falls are the predominant causes of traumatic SCI (2, 3), while nontraumatic injuries is mainly caused by infection and tumor (2, 6). Some scholars have divided the pathophysiology of SCI into primary mechanism and secondary mechanism. SCI often start with primary mechanical injury, the structural integrity of the spinal cord is damaged under severe impact or continuous compression, which is usually the most important factor to determine the severity of SCI; then gradually progress into secondary SCI with a series of endogenous molecular pathological processes, such as the abnormally elevated inflammatory response, oxidative stress, and immune response (7–9). Secondary SCI can be divided into acute, subacute, and chronic stages, with the subacute stage lasting 2 days to 2 weeks after SCI (10, 11). The subacute stage of SCI is a potentially critical time point for further study of SCI repair, which may play a significant role in the secondary SCI (10, 11). Current treatments are limited and cannot completely recover the function of the spinal cord (12, 13), and the effective therapeutic strategies to avoid secondary SCI are still lacking. Therefore, it is very necessary to comprehensively and deeply understand the molecular pathological mechanisms following secondary SCI (especially in the subacute stage) to explore new therapeutic methods that promote the functional recovery of spinal cord.

Non-coding RNAs (ncRNAs) are a group of RNAs that regulate messenger RNAs (mRNAs), and its family includes circular RNAs (circRNAs), long-chain ncRNAs (lncRNAs), and microRNAs (miRNAs), most of which cannot encode proteins and can regulate cellular physiology and functions (14). CircRNA is a major regulatory single-stranded ncRNA and an important post-transcriptional regulatory element without 5’ to 3’ polarity and polyadenylated tail, its 5’ and 3’ ends are linked together to form a covalently closed circular structure, this special structure endows it with high stability and is not easily degraded by exonuclease, which can serve as novel diagnostic and prognostic biomarkers in many diseases (15–17). Accumulating evidence have suggested that miRNAs can accelerate target gene mRNAs degradation prevent its translation and reducing its expression by directly binding to the 3’ untranslated region (3’UTR) of mRNAs in the cytoplasm (18, 19). As competing endogenous RNA (ceRNA), circRNAs were reported to be widely involved in regulating the pathological process after SCI by targeting miRNAs-mRNA pathway, such as inflammatory response, oxidative stress, cell death, autophagy, neuronal migration, and adhesion (20–28). Wang et al. (21) verified that the circPlek/miR-135b-5p/TGF-βR1 signaling axis is involved in the activation of fibroblasts and fibrous scar formation in the subacute stage of SCI. Nevertheless, the potential biological functions and regulatory mechanisms of circRNAs in the subacute stage of SCI remain unclear.

In this study, we construct a contusion SCI mouse model. High-throughput RNA-sequencing (RNA-seq) technology was utilized to measure the circRNAs and mRNAs expression profile on 4th day after SCI in mice. We identified 24 differentially expressed circRNAs (DECs) and 372 differentially expressed genes (DEGs). Then we identifying the immune-related genes (IRGs) from them. In addition, we conducted Go and KEGG enrichment analysis to predict the functions of the IRGs and host genes of DECs.

## Material and methods

### Construction of mouse SCI model

We purchased six C57BL/6 male mice (8 weeks, weights 20-25g) from the Institute of Radiation Medicine, Chinese Academy of Medical Sciences. They were randomly divided into 2 groups, namely control (n = 3) and SCI group (n = 3). The mice were anesthetized through intraperitoneal injection of 90 mg/kg ketamine and 10 mg/kg xylazine. Three control mice underwent a laminectomy at the T10 level without injury to the spinal cord, the other three experimental mice were placed on the NYU IMPACTOR MODEL-II spinal cord hitter platform after laminectomy at the T10 level, and the T10 spinal cord was hit with a hitting head weighing 10 grams to construct a SCI model. All the six mice were killed on the 4th day after surgery, and the spinal cord tissue about 4 cm long around the T10 level were collected for high-throughput RNA-sequencing. All mice procedures were in consistent with international and national animal care and ethical guidelines and have been approved by the institutional animal welfare committee.

### Construction of sequencing library

The TRlzol kit (B511311, Sangon, China) was used to extract total RNAs from spinal cord tissues. Then we added RNase-free DNase I to remove genomic DNA. The ribosomal RNA was removed from total RNA with Ribo-off rRNA depletion kit (Nanjing, China). To measure RNA quality and purity, we used NanoPhotometer ^®^ spectrophotometer (IMPLEN, CA, USA) and an Agilent 2100 bioanalyzer (Agilent Technologies, CA, USA) for detection. Subsequently, VAHTSTM mRNA-seq V2 Library Prep Kit for Illumina^®^ was used to construct sequencing libraries according to manufacturer’s suggestions. High-quality RNA was further purified by a RNeasy mini kit (QIAGEN, GmBH, Germany). Finally, a HiSeq Xen sequencer (Illumina, San Diego, CA) was used for pair-end sequencing of the libraries.

### Analysis of circRNAs and mRNAs expression profile

RNA sequencing program were conducted by Sangon Biotechnology Company (Shanghai, China). The quality of the sequencing raw data was assessed by FastQC, and we then performed mass clipping using Trimmomatic to get relatively accurate valid data. The data were aligned to the reference genome using bwa, and circRNAs were then identified by CIRI2. The origination of circRNAs were determined based on their location information and known gene annotations using BEDtools. The expression of circRNAs was calculated by the reads per kilobase of transcript per million mapped reads (RPKM) formula based on BSJ reads. The expression of mRNAs was calculated by the transcripts per kilobase of exon model per million mapped reads (TKM) formula. The data processing were conducted using the R software package. The differentially expressed circRNAs (DECs) and differentially expressed mRNAs (DEMs) were analyzed using DESeq2 software. The screening criteria for DECs was |log_2_ fold-change (FC)| > 2 and P value < 0.05; and the screening criteria for DEMs was |log_2_ FC| > 5 and P.adj value < 0.01. Hierarchical Clustering and volcano plot were conducted to display the distinguishable circRNAs and mRNAs expression pattern among samples.

### Identifying the IRGs related to SCI

We obtained the IRGs from the online immunology database and analysis portal (immport, https://www.immport.org/home) (29). Venn analysis was performed to select IRGs related to SCI through merging the DEGs and IRGs.

### The pathway enrichment analysis

Gene Ontology (GO) functional annotations and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were conducted to predict the potential roles of the host genes of DECs. Briefly, GO analysis was applied to elucidate genetic regulatory networks of interest by forming hierarchical categories according to the BP, CC, and MF aspects of the differentially expressed genes (http://www.geneontology.org). Pathway analysis was performed to explore the significant pathways of the host genes of DECs according to KEGG (http://www.genome.jp/kegg/). The analytical results were visualized by clusterProfiler package in R (30). A value of p <0:05 was set as a statistically significant difference.

### Construction protein-protein interaction network and identification of hub genes

The Search Tool for the Retrieval of Interacting Genes (STRING) database (https://cn.string-db.org/) was used to evaluate PPIs in functional protein association networks (31). Then we imported the DEGs into the multiple protein section of STRING database and set the organisms as “Mus musculus” to generate the PPI network data. The “required score” was set at > 0.4. Subsequently, the PPI data was imported into Cytoscape (https://cytoscape.org/) software to obtain the top 10 genes as hub genes using the Maximal Clique Centrality (MCC) method of the cytoHubba plugin (32) in Cytoscape.

## Results

### Determining the reasonable for the samples selection and grouping

This study collected 6 spinal cord tissues from normal and SCI mice for circRNA-sequencing. 

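Reads across back-splice junctions, the points where the ends of a circular RNA are joined, were counted per circRNA. Spinal cord tissue was taken from 3 control and 3 SCI mice 4 days after surgery. The control mice, which the paper also calls normal, had a laminectomy that left the cord uninjured. The authors removed ribosomal RNA, trimmed the reads with Trimmomatic, aligned them with bwa and called circRNAs with CIRI2. Tool versions and the genome build are not given in the sources used here. The authors deposited the junction read counts and RPKM values, which divide each count by the circRNA length and by the library's total junction reads. Junction reads numbered 10189, 13500 and 13588 in control replicates 1, 2 and 3, and 13850, 17919 and 25918 in SCI replicates 1, 2 and 3. Every SCI library held more than every control library (2-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). The lowest value above 0 in any library was 2 reads, so a circRNA listed at 0 can have had a read, and no upper limit was computed for such a 0. The deposited tables name the libraries in opposite orders. In the count table, the values under control replicates 1, 2 and 3 equal those under SCI replicates 3, 2 and 1 of the summary table in 100% of circRNAs, and the reverse holds for the SCI columns. The summary table's names are used here, because the deposited RPKM table and the authors' comparison of the groups follow them. Under the count table's names, the direction of every difference given here for a circRNA would be the opposite. Differences between the groups were tested on the counts with edgeR's quasi-likelihood test after TMM normalization over the circRNA counts, with no filter beyond 1 count in total.

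**Figure D1:**
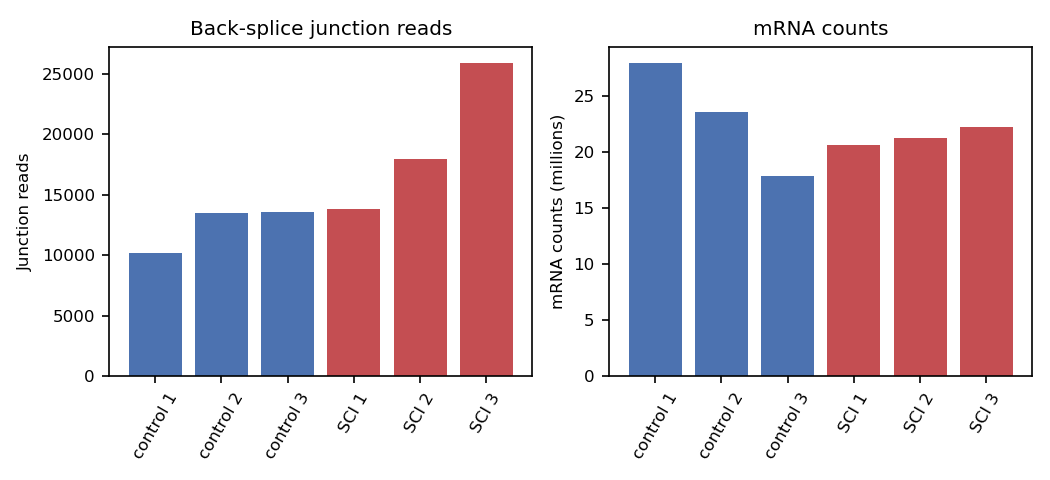
Total back-splice junction reads (left) and total mRNA counts (right) of each library, with the 3 control libraries in blue and the 3 SCI libraries in red; each bar is 1 library. The 3 SCI libraries hold 13850 to 25918 junction reads and the 3 control libraries 10189 to 13588.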

In order to ensure more reliable results of the bioinformatics analysis of the sequencing results, we carried out the correlation analysis of expression levels between samples, which is an important indicator to detect the reliability of the experiment and whether the sample selection is reasonable. 

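Pearson's r of RPKM over all listed circRNAs lay between 0.903 and 0.953 in the 15 pairs of libraries, with a median of 0.933. The 10 circRNAs of highest mean RPKM held 11.9% of all RPKM, and without them the median r was 0.741. On the ranks, Spearman's rho lay between 0.289 and 0.370. These coefficients are across circRNAs, which are not independent replicates. Of the alternatives tried, log10(RPKM + 0.0001) moved the median r most, to 0.284.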

As shown in **Figures 1A–F**, the pearson correlation coefficient among samples is close to 1, indicating that the expression patterns among samples are similar. 

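The median Pearson's r was 0.916 within the control group and 0.951 within the SCI group. A pair of libraries shared between 920 and 1597 circRNAs above 0.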

The inter-sample correlation analysis Heatmap (**Figure 1G**) and the heatmap of distance between samples (**Figure 1H**) further revealed the high similarity among samples. Moreover, There was a greater differences between intra-group and inter-group, suggesting this grouping is meaningful (**Figure 1I**). 

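ANOSIM compares the ranks of dissimilarities between groups with those within groups. On Bray-Curtis dissimilarity of RPKM, R was 0.30 (1-sided exact permutation test over the 10 splits, p = 0.1, the smallest p that this design allows). The median rank was 8 between the groups, 12 within the control group and 2 within the SCI group, where a low rank means similar libraries. Without SCI replicate 1, R was 0.0833, without SCI replicate 2 it was -0.167, and without SCI replicate 3 it was -0.0833. Without a control library it was 0.583 or 0.667. From the ranks in Figure 1I, the paper proposes that the grouping is meaningful.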

Principal Component Analysis (PCA) can be used to reflect the difference and distance between samples. The closer the distance in the PCA diagram, the more similar the sample composition. **Figure 1J** presented that there was a relatively consistent similarity between samples and the grouping is reasonable. In addition, the uniformity of each group of repeated samples is good, and the following difference analysis can be carried out (**Figure 1J**). 

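In a principal component analysis of log2(RPKM + 1), the components held 23.8%, 20.5% and 19.2% of the variance. SCI replicate 3 stood at 250.5 on PC1 and the other 5 libraries between -91.3 and -16.8, so PC1 did not separate the groups. On log2 CPM of the mRNA counts, PC1 held 48.4% of the variance, with the control libraries between -80.4 and -53.2 and the SCI libraries between 31.0 and 91.5.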

Taken together, these results unveiled that the samples selection and grouping meet experimental requirements.

**Figure 1:**
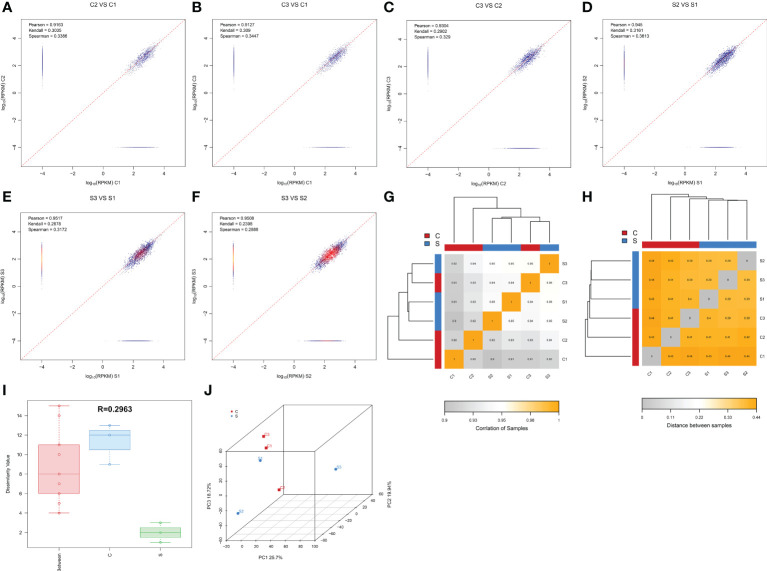
Determining the reasonable for the samples selection. **(A–F)** Duplicate correlation check scatter plot. The horizontal and vertical coordinates are the log_10_ (RPKM) values for the two samples, respectively. Three correlation indices are calculated in the figure: pearson, kendall, and spearman. The more similar the samples are, the closer the similarity index is to 1, and most of the points will be concentrated near the diagonal. **(G)** Inter-sample correlation analysis Heatmap. The color block represents the correlation index value. The grayer the color, the lower the correlation index among samples. The yellower the color, the higher the correlation index. **(H)** Heatmap of distance between samples. The color block represents the distance value. The grayer the color, the closer the distance between samples and the higher the similarity. The yellower the color, the farther the distance is. **(I)**: Anosim between-group similarity analysis boxplot. The boxes on the left refer to the between-group differences, and the middle and right boxes represent the within-group differences of the normal and SCI groups, respectively. The R value ranges from -1 to +1, with an R value closer to 1 indicating greater between-group differences than within-group differences. **(J)** Principal component analysis diagram, the horizontal and vertical coordinates reflect the relative distance between samples. Red points indicate control group, whereas green points indicate SCI group.

### The characteristics and expression profiles of circRNA in the subacute stage after SCI in mice

We found a total of 6341 circRNAs by circRNA sequencing. 

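Of the 6341 circRNAs, 3361 (53.0%) were listed above 0 in 1 library only and 583 (9.19%) in all 6. The median total over the 6 libraries was 4 reads, and 1655 circRNAs had at least 10. Control libraries held 1993 ± 275 circRNAs (SD, n = 3) and SCI libraries 2739 ± 672 (SD, n = 3), a ratio of 1.37 (2-sided exact permutation test, p = 0.2). With counts thinned to the smallest library's total in 20 draws the ratio was 1.24, with single reads kept that no deposited library lists. With values under 2 reads set to 0 after thinning it was 0.987, and with libraries thinned to equal totals after that minimum 1.03, both chosen after seeing the data.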

The length distribution and GC content distribution of them was shown in **Figures 2A, B**. Among them, circRNAs with 600-800 and more than 3800 base pairs and 45 GC content accounted for the largest proportion. 

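The median circRNA length was 950 bp. Lengths from 600 to under 800 bp were found for 711 circRNAs (11.2%), and 809 (12.8%) were longer than 3800 bp. In steps of 100 bp, the step that starts at 300 bp held 556 circRNAs, against 380 for the step from 600 bp and 331 for the step from 700 bp. The median GC content was 46.1%, and the commonest whole percent was 45, with 427 circRNAs.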

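The authors assigned each circRNA to exons, introns or intergenic regions with BEDtools. The deposited table lists 6196 exonic (97.7%), 75 intronic (1.18%) and 70 intergenic circRNAs (1.10%). Among circRNAs found in at least 2 libraries, the exonic share was 98.4%.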

Then, we evaluated the proportion of circRNAs derived from exons, introns, and intergenic regions in the identified circRNAs, **Figure 2C** displayed that the vast majority of circRNAs were derived from gene exons regions, and a few circRNAs were derived from gene introns and intergenic regions. Most exonic circRNAs count were between 2-4 (**Figure 2D**). 

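Of the exonic circRNAs, 879 had 2 exons, 953 had 3 and 848 had 4, which together make 2680 (43.3%). A single exon was listed for 614, and 640 had 11 or more exons. The median number of exons was 4.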

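The median length of exonic circRNAs was 941 bp. Of these, 3238 (52.3%) were shorter than 1000 bp, and 697 (11.2%) were 4000 bp or longer. The longest had 104657 bp.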

Interestingly, most exonic circRNAs were 4000 base pairs in length (**Figure 2E**). Zheng et al (33). reported that there was often a predominantly expressed circRNA isoform from one gene locus, our study also observed that most of the host genes produced one isoform (**Figure 2F**).

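The table lists 3963 host genes, of which 2099 (53.0%) had 1 circRNA, and 1338 circRNAs list several host genes. With the host listed ahead of the others taken alone, 56.0% of 2999 host genes had 1 circRNA. In circRNAs with at least 10 counts, the share with 1 was 66.2%. The largest number for a single host gene was 85.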

**Figure 2:**
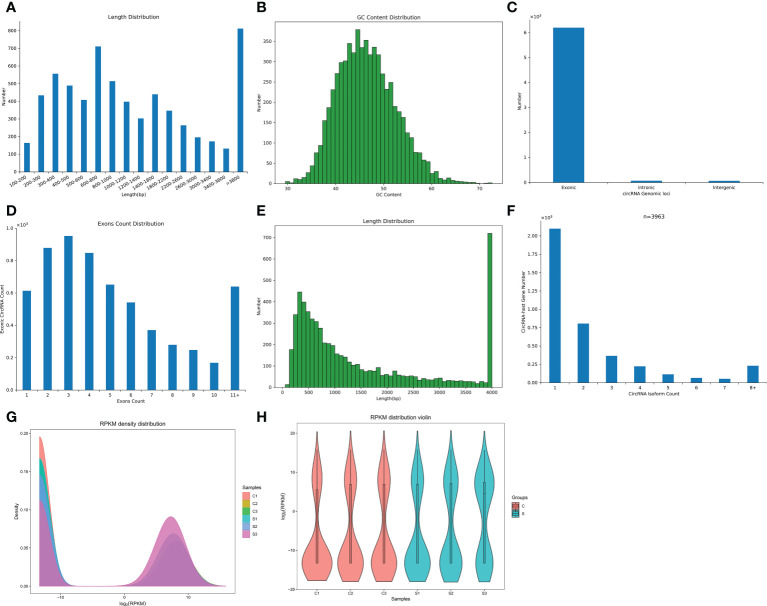
The characteristics and expression profiles of circRNA in the subacute stage after SCI in mice. **(A)** The length distribution of circRNAs. **(B)** The GC content distribution of circRNAs. **(C)** The statistical diagram of circRNAs sources. **(D)** The exons count distribution of circRNAs. **(E)**: The exons length distribution of circRNAs. **(F)** The distribution of circRNA host genes numbers and circRNA isoform count. **(G)** CircRNA expression density curve. The horizontal axis represent the log (RPKM) value, the higher the value, the higher the circRNA expression level; the vertical axis represent the corresponding relative density value, that is, the number of circRNAs on the horizontal axis/the total number of circRNAs. Each color represents a sample, the area of each region is 1, and the peak of the density curve represents the region with the most concentrated circRNA expression in the entire sample. **(H)** Violin plot of circRNA expression calculated using RPKM Reads. The horizontal axis represent the sample name, and the vertical axis represent the log (RPKM) value. The width of each violin reflects the number of circRNAs at that expression levels.

FPKM denoted the number of reads per kilobase length from a circRNA per million reads, which can be used to count the abundance of circRNA expression in different samples. RPKM method can eliminate the influence of circRNA length and sequencing quantity difference on the calculation of circRNA expression, and thus FPKM value represented the circRNA expression level. 

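Among circRNAs above 0, the median RPKM was 369.4 in control replicate 1, 278.5 in control replicate 2 and 265.8 in control replicate 3. It was 259.7 in SCI replicate 1, 201.2 in SCI replicate 2 and 148.8 in SCI replicate 3. Because RPKM divides by the library's junction reads, 2 reads on a circRNA of median length equal an RPKM of 206.6 in control replicate 1, the library with the fewest, and of 81.2 in SCI replicate 3, the library with the most.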

The circRNAs expression abundance in different samples were shown with density curve plot (**Figure 2G**) and violin plot (**Figure 2H**) using RPKM method, suggesting that the circRNAs were differential expression in the subacute phase after SCI in mice.

### The circRNAs were differentially expressed in the subacute stage after SCI in mice

To compare differences in circRNA expression between the control group and the SCI group, we conducted circRNA differential expression analysis. The significance threshold was set as |log2 (fold-change)| > 2 and P value < 0.05. 

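At |log2 fold change| > 2 and unadjusted p < 0.05, edgeR's quasi-likelihood test called 57 circRNAs, 49 higher and 8 lower in SCI. Unadjusted p was under 0.05 for 99 circRNAs. After Benjamini-Hochberg adjustment no circRNA stayed past both thresholds (0 by edgeR, 0 by DESeq2 and 0 by limma-voom at |log2 fold change| > 2). With any size of change, 4 circRNAs had an adjusted p under 0.05 in limma-voom, 0 in DESeq2 and 1 in edgeR, circRNA03467 with a log2 fold change of -1.23 (adjusted p = 0.00058 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was singled out after its values were seen, and its groups overlap, with 22, 145 and 38 reads in control replicates 1, 2 and 3 and 47, 29 and 36 in the SCI libraries. Without control replicate 2 its log2 fold change was -0.08 (adjusted p = 0.886, edgeR). The adjusted p was 0.229 without SCI replicate 2 and 0.457 without SCI replicate 3 (edgeR). DESeq2 called 20 higher and 4 lower at the same thresholds, with 37 circRNAs under an unadjusted p of 0.05. The alternative that moved the count most was filterByExpr, under which edgeR tested 184 circRNAs and called 0, with 14 under an unadjusted p of 0.05. With libraries scaled by size alone, the calls were 34 higher and 18 lower, and with DESeq2's size factors in edgeR 39 higher and 14 lower. Without SCI replicate 3, the library with the most junction reads, edgeR called 20 higher and 22 lower.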

Through the analysis of the sequencing results, we identified 24 DECs, of which 20 DECs were up-regulated and 4 DECs were down-regulated in the subacute stage after SCI in mice (**Figure 3A**). Hierarchical clustering analysis further unveiled the 24 DECs between normal and SCI tissues (**Figure 3B**). 

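All 24 circRNAs of Table 1 had the direction given there, and edgeR called 22 of them at the same thresholds. Their unadjusted p rests on few reads: the total over the 6 libraries lay between 8 and 31, with a median of 16.5. The lowest adjusted p among them was 0.432 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the authors' deposited table, the lowest q value of any circRNA is 0.944. In simulated data, 1% of circRNAs changed by a log2 fold change of 3 had an adjusted p under 0.05 in edgeR. A high adjusted p therefore does not exclude a change. From the abundances in Figures 2G and 2H, the paper proposes that circRNA expression differed in the subacute phase.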

According to the log2 (fold-change), the top 20 up-regulated and 4 down-regulated DECs in SCI tissues were visualized in **Table 1** and **Figure 3C**, of which circRNA02778 and circRNA02370 were top up-regulated and circRNA05219 was top down-regulated DECs in SCI tissues. Furthermore, the specific expression of 24 DECs in 3 normal and 3 SCI tissues were further shown with ballon plot (**Figure 3D**). 

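CircRNA02778 lies on chromosome 6 from 120870766 to 120876346, covers 2 exons of Bcl2l13 and had 5, 4 and 3 reads in SCI replicates 1, 2 and 3 (adjusted p = 0.528 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CircRNA02370, on chromosome 4 from 140610531 to 140616992 in Arhgef10l, had 2, 3 and 10 reads (adjusted p = 0.528 from the same edgeR test). Both were listed at 0 in every control library. CircRNA05219, on chromosome 16 from 63652215 to 63653578 in Epha3, had 2, 5 and 3 reads in control replicates 1, 2 and 3 and was listed at 0 in every SCI library (adjusted p = 0.528, edgeR). With 1 library left out in turn, the unadjusted p of circRNA02778 rose past 0.05 without control replicate 3, SCI replicate 1 or SCI replicate 2. That of circRNA02370 did so without SCI replicate 3, and that of circRNA05219 without control replicate 2, control replicate 3 or SCI replicate 3. The smallest p among called circRNAs whose groups do not overlap belonged to circRNA02845 in Gas2, on chromosome 7 from 51887912 to 51926544. It had 7, 4 and 14 reads in the SCI libraries and was listed at 0 in the controls (adjusted p = 0.432, edgeR). In the authors' deposited table, a mean RPKM of 0 is written as 0.0001 before the ratio is taken, so the log2 ratios of these circRNAs depend on that floor and on circRNA length.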

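Of the 24 circRNAs, 18 were listed at 0 in every library of a group, 14 in the controls and 4 in the SCI libraries. In the whole table, 2558 circRNAs were listed at 0 in all controls and 1316 at 0 in all SCI libraries. All 24 were above 0 in each of the 3 libraries of the group with more reads.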

To explore the origin of these DECs, the distribution of DECs on chromosomes were analyzed. The results unveiled that these DECs were distributed on the human chromosomes 1-7, 9,11, and 14-19 (**Figure 3E**). 

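The deposited table places the 24 circRNAs on 15 mouse chromosomes, with 3 each on chromosomes 2, 3, 6 and 7, 2 on chromosome 1 and 1 on each of the others. All 24 are exonic, and 7 list several host genes.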

To explore the interaction between circRNA and miRNA, miRanda database and the miRBase sequence of the mice are used to predict the target miRNA of circRNA. Venn diagram shown the mmu-miR-7056-5p, mmu-miR-5130, mmu-miR-2861, mmu-miR-6971-5p, mmu-miR-207, and mmu-miR-1956 were the downstream targets of circRNA02370 (**Figure 3F**).

**Figure 3:**
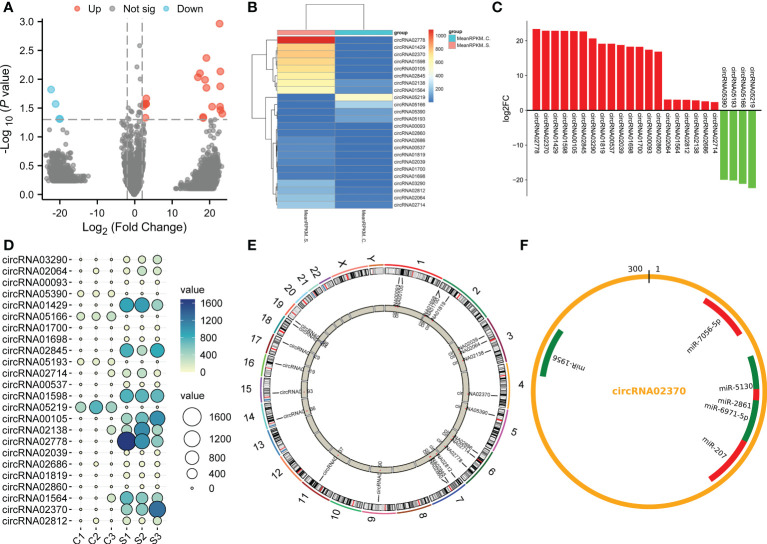
The circRNAs were differentially expressed in the subacute stage after SCI in mice. **(A)** Volcano plot. Green points indicate down-regulation (left side), gray points indicate undifferential expression (middle), and red points indicate up-regulation (right side). **(B)** Hierarchical clustering. with rows indicating DECs and columns indicating samples. **(C)** Bar plot shown the top 20 upregulated and 4 downregulated DECs in SCI tissues. The X-axis represents miRNA and the Y-axis represents log2 fold change. Red means up-regulation, above the X-axis; green means down-regulation, below the X-axis. **(D)** Ballon plot. The size of the circle shows the size of each value in the matrix, and the size of the value is represented by the shade of color. **(E)** The distribution of DECs on chromosomes. **(F)** CircRNA targeted miRNA distribution circle. The orange circle represents circRNA, and the red segment represents miRNA.

**Table 1:** The expression profile of DEC sin SCI tissue sin mice.

circRNA	log2FC	P Value	Expression
circRNA02778	23.378252	0.039683944	up
circRNA02370	22.88608881	0.034350749	up
circRNA01429	22.86905921	0.007337619	up
circRNA01598	22.8284641	0.01330039	up
circRNA00105	22.77940422	0.029959172	up
circRNA02845	22.65361058	0.001087619	up
circRNA03290	20.65823853	0.029959172	up
circRNA01819	19.14461664	0.014108052	up
circRNA00537	19.13661319	0.004282085	up
circRNA02039	18.77929156	0.010261397	up
circRNA01698	18.29319659	0.047053684	up
circRNA01700	18.24867342	0.045271645	up
circRNA00093	17.42548821	0.007869117	up
circRNA02860	16.8670717	0.009248431	up
circRNA02064	3.082454738	0.021587718	up
circRNA01564	3.032968379	0.02677553	up
circRNA02812	3.013834348	0.026814454	up
circRNA02138	2.851016978	0.046616704	up
circRNA02686	2.589680564	0.026961922	up
circRNA02714	2.350170435	0.029230947	up
circRNA05390	-19.9568273	0.048811362	down
circRNA05193	-20.13556347	0.048811362	down
circRNA05166	-21.12786911	0.026879289	down
circRNA05219	-22.34705232	0.015115009	down

### The genes were differentially expressed in the subacute stage after SCI in mice

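Reads on mRNA were counted in the 6 libraries of spinal cord tissue that gave the circRNAs. The authors deposited whole-number counts and TPM values per transcript, for 62203 transcripts of 22496 gene symbols. The paper names bwa for aligning the reads. How reads were divided among the transcripts of a gene is not given in the sources used here. The counts totalled 27972487, 23544580 and 17840562 in control replicates 1, 2 and 3, and 20577375, 21265545 and 22236428 in SCI replicates 1, 2 and 3 (2-sided exact permutation test, p = 0.7). Counts were tested per transcript, as deposited, and also summed over all transcripts of a gene symbol. Both used TMM normalization and edgeR's filterByExpr, which kept 31839 transcripts and 15069 genes. A transcript's count depends on how reads shared by transcripts are divided. The gene sum does not depend on the division among the listed transcripts of that gene. Reads shared with other genes or with transcripts that are not listed could still move it.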

The expression of genes in the subacute stage after SCI was calculated by the TKM method. Based on this method, the genes expression abundance in different samples were displayed using density curve plot (**Figure 4A**) and violin plot (**Figure 4B**). 

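Between 38416 and 40512 transcripts per library had a TPM above 0, with a median TPM from 1.53 in SCI replicate 2 to 1.88 in control replicate 3. The listed TPM values summed to between 377135 and 428587 per library, so the scaling of TPM covered more transcripts than the table lists.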

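Per transcript, edgeR's quasi-likelihood test called 0 transcripts at |log2 fold change| > 5 and Benjamini-Hochberg adjusted p < 0.01, with 4787 under an unadjusted p of 0.05. The smallest adjusted p was 0.0111, for Serpina3n. In simulated data, 0% of transcripts changed by a log2 fold change of 3 had an adjusted p under 0.01 in this test. The absence of calls therefore does not show that no transcript changed. DESeq2 called 350 higher and 119 lower at the same thresholds, with 8445 under an unadjusted p of 0.05, and limma-voom called 0, with 5247 under it. The biological coefficient of variation was 70.5% for transcripts and 25.0% for gene sums. Summed per gene, edgeR called 29 genes, all higher in SCI, and 445 had an adjusted p < 0.01 at any size of change, 393 higher and 52 lower. DESeq2 called 111 genes and limma-voom 13, none of them lower. The count of 29 fell to 0 without control replicate 1 or control replicate 3, to 3 without control replicate 2 and to 5 without SCI replicate 2. Of all tested genes, 41.4% had groups that do not overlap, where chance gives 10%. The smallest p among the 29 belonged to Ms4a6c, with a log2 fold change of 5.33 (standard error 0.38, adjusted p = 0.00133 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hmox1 followed at 6.24 (standard error 0.49, adjusted p = 0.00194, edgeR), and then Lgals3, Tgm1 and Adam8 at 5.28, 8.14 and 9.01. With 1 library left out, Lgals3 ranged from 4.73 to 5.51, Tgm1 from 7.62 to 9.71 and Adam8 from 8.34 to 10.00.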

Differential genes expression analysis uncovered that 372 DEGs after SCI, among which 274 DEGs were up-regulated and 98 DEGs were down-regulated based on the standard of |log2 fold-change| > 5 and P.adj value < 0.01 (**Figure 4C**). Moreover, the specific expression of top 10 up-regulated and down-regulated DEGs were presented with hierarchical clustering, ballon plot, and Bar plot (**Figures 4D–F**). 

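Figure 4F shows 10 genes with the largest rise and 10 with the largest fall. From counts summed over all transcripts of a gene, 9 of the 10 shown as higher had an adjusted p under 0.05 in that direction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without any 1 of the control libraries this was 6. The exception was Mdm2, with a log2 fold change of 0.34 (adjusted p = 0.0909). Of the 10 shown as lower, 5 had a negative log2 fold change and 1 of these, Nyap1, had an adjusted p under 0.05 (-0.50, adjusted p = 0.0447, edgeR). With 1 library left out, Nyap1 stayed under 0.05 only without SCI replicate 1 (0.0453) and was otherwise between 0.0507 and 0.14. DESeq2 gave it 0.00863 and limma-voom 0.0475. Golga1, at -0.42, had an adjusted p of 0.0519 in edgeR, 0.0196 in DESeq2 and 0.0395 in edgeR without SCI replicate 1. The gene sums of these 10 lay between -0.50 and 1.28, and Rbm3, at the upper end, was higher in SCI (adjusted p = 0.0122, edgeR; 0.0515 without control replicate 2 and 0.0552 without control replicate 3).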

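Ctsd lies on chromosome 7 from 142375911 to 142388038 on the minus strand, and 2 of its transcripts are listed. ENSMUST00000066401 had 0 counts in every control library and 4838, 9791 and 17298 counts in SCI replicates 1, 2 and 3. Against a floor of 3 counts per control library this was at least 3594-fold higher (adjusted p = 0.0493 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That limit covers counting error alone, and neither the spread between mice nor the division of reads between the transcripts. The other transcript had 9120, 8200 and 6353 counts in the controls and 19437, 18607 and 59991 in the SCI libraries (adjusted p = 0.123, edgeR). Summed over both, Ctsd was at 348 ± 12.9 CPM (SD, n = 3) in control and 1954 ± 1212 CPM (SD, n = 3) in SCI. The log2 fold change was 2.50 (standard error 0.40, adjusted p = 0.0118 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 library left out it stayed between 1.85 and 2.77, and the adjusted p rose to 0.064 without control replicate 1. It was 0.0527 without control replicate 2 and 0.0552 without control replicate 3. Huwe1 lies on chromosome X from 151803243 to 151935417 on the plus strand. Its transcript ENSMUST00000112622 had 0, 16323 and 11986 counts in control replicates 1, 2 and 3 and 0 in every SCI library. FilterByExpr left it out, and in the fit with no filter its adjusted p was 0.404 (edgeR). In control replicate 1, where this transcript had 0 counts, ENSMUST00000026292 of the same gene had 26307, against 5167 and 4300 in control replicates 2 and 3. Summed over all transcripts, Huwe1 was at 948 ± 29.1 CPM (SD, n = 3) in control and 861 ± 33.1 CPM (SD, n = 3) in SCI. Its log2 fold change was -0.13 (standard error 0.08, adjusted p = 0.321, edgeR).

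**Figure D2:**
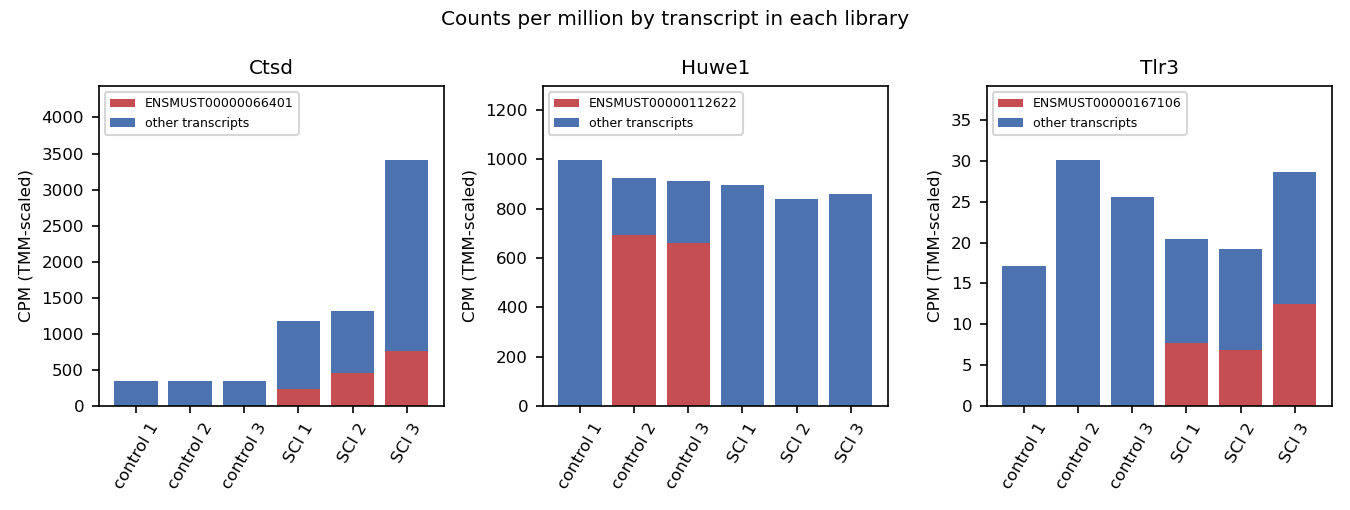
CPM (TMM-scaled, linear axis from 0) of Ctsd, Huwe1 and Tlr3 in each library, with the transcript named in the legend in red and all other transcripts of the gene in blue; each bar is 1 library. For Huwe1, ENSMUST00000112622 is at 0 in control replicate 1 and in all 3 SCI libraries, while the gene's total differs little between libraries.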

The most significantly up- and down-regulated genes were Ctsd and Huwe1, respectively (**Figures 4C–F**).

**Figure 4:**
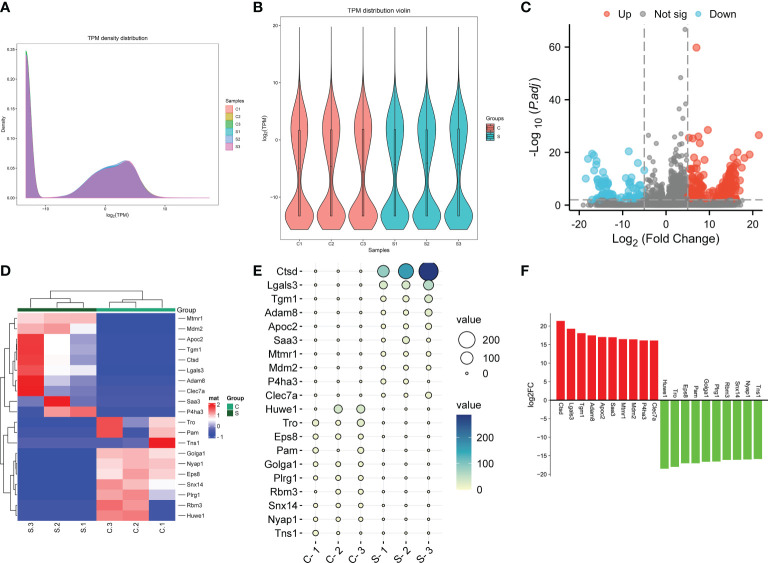
The genes were differentially expressed in the subacute stage after SCI in mice. **(A)** Gene expression density curve. The horizontal axis represent the log (TPM) value, the higher the value, the higher the gene expression level; the vertical axis represent the number of genes on the horizontal axis/the total number of genes. **(B)** Violin plot of gene expression calculated using TPM. The horizontal axis represent the sample name, and the vertical axis represent the log (TPM) value. The width of each violin reflects the number of genes at that expression levels. **(C)** Volcano plot. Green points indicate down-regulation (left side), gray points indicate undifferential expression (middle), and red points indicate up-regulation (right side). **(D)** Hierarchical clustering shown the top 10 upregulated and top 10 downregulated genes. with rows indicating DECs and columns indicating samples. **(E)** Ballon plot. The size of the circle shows the size of each value in the matrix, and the size of the value is represented by the shade of color. **(F)** Bar plot shown the top 10 upregulated and top 10 downregulated genes in SCI tissues. The X-axis represents gene and the Y-axis represents log2 fold change. Red means up-regulation, above the X-axis; green means down-regulation, below the X-axis.

### Identifying the IRGs related to SCI

Immune and neuroinflammation exert an important role after SCI (34). Thus, we selected the IRGs related to SCI *via* the intersection of DEGs and IRGs. A total of 73 DEGs were identified as IRGs (**Figure 5A**). To further identify the key hub genes, we constructed a PPI network of 73 DEGs using the STRING database. Then we used the MCC algorithms of the cytoHubba plugin in Cytoscape to obtain the top 10 genes as hub genes (**Figures 5B, C**). The top 10 genes were listed as follows: Ptprc, Fcgr2b, Ccl2, Tlr7, Cxcl10, Cd28, Ccr1, Il10ra, Cd68, and Tlr3 (**Figure 5C**). Interestingly, they all significantly upregulated after SCI (**Figure 5D**). Additionally, we used MCC, MNC, Degree, EPC, and Closeness algorithms to verify the obtaining 10 hub genes in Cytoscape software. 

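From counts summed over all transcripts, 9 of the 10 hub genes were higher in SCI at an adjusted p under 0.05 over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 9 when adjusted over the list alone. The list was chosen on these libraries, so neither count is independent evidence. Fcgr2b had the smallest adjusted p, with a log2 fold change of 4.25 (standard error 0.17, adjusted p = 0.000368, edgeR). Ccl2 stood at 6.90, Ccr1 at 5.17, Cd28 at 4.81 and Cd68 at 4.19. Ptprc stood at 3.19, Tlr7 at 2.51 and Il10ra at 1.54. With 1 library left out, Ccl2 ranged from 6.25 to 10.4, Ccr1 from 4.68 to 7.15 and Cd28 from 3.85 to 5.86. In these fits Cd68 ranged from 3.66 to 4.53, Ptprc from 2.28 to 3.59, Tlr7 from 2.27 to 2.72 and Il10ra from 1.18 to 1.91. Cxcl10 had no count in any control library and was at least 29.1-fold higher in SCI, against a floor of 3 counts per control library (adjusted p = 0.0208, edgeR). Without SCI replicate 3 this limit was 14.9-fold. The largest adjusted p of these 9 was 0.0319, for Il10ra. Tlr3 was at 24.5 ± 6.87 CPM (SD, n = 3) in control and 22.6 ± 4.83 CPM (SD, n = 3) in SCI, a log2 fold change of -0.10 (adjusted p = 0.806, edgeR). Its transcript ENSMUST00000167106 had 0 counts in the controls and 159, 148 and 284 in SCI replicates 1, 2 and 3, at least 67.1-fold higher (adjusted p = 0.0493, edgeR). That limit covers counting error alone, and neither the spread between mice nor the division of reads among the transcripts. Per transcript, edgeR gave an adjusted p under 0.05 in the upward direction for 2 of the 10 genes, Fcgr2b and Tlr3, and DESeq2 for all 10. Of the gene sums, 4 stayed under 0.05 without control replicate 1, 5 without control replicate 2, 6 without control replicate 3 or SCI replicate 2 and 8 without SCI replicate 3. From Figure 5D, the paper concludes that all 10 genes were higher after SCI.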

A total of 9 overlapping genes (except Ccr1) were predicted *via* Venn diagram (**Figure 5E**), suggesting that Ptprc, Fcgr2b, Ccl2, Tlr7, Cxcl10, Cd28, Il10ra, Cd68, and Tlr3 were the key IRGs.

**Figure 5:**
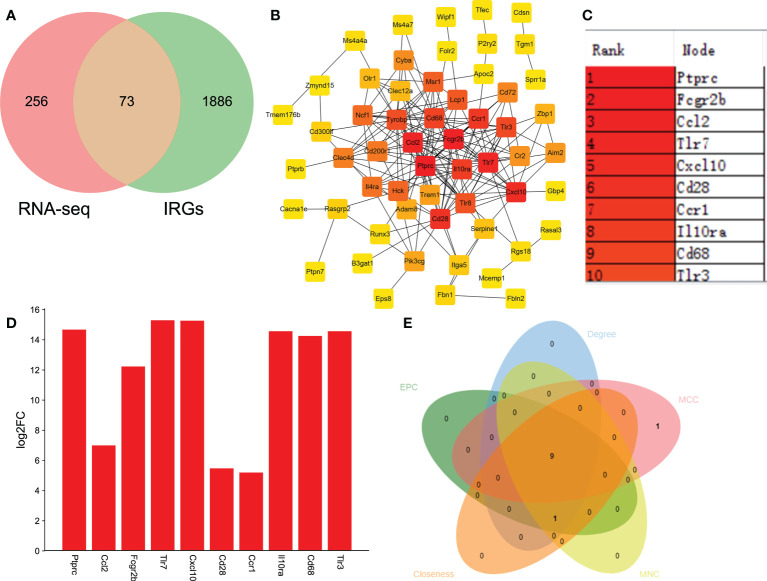
Identifying the IRGs related to SCI. **(A)** Venn analysis to select the overlapping genes between RNA-seq and immune-related genes (IRGs). **(B)** Identifying the key hub genes *via* constructing the protein-protein interaction network and further visualizing using Cytoscape software. **(C)** The top 10 hub genes from PPI network. **(D)** Bar plot shown the top 10 IRGs related to SCI. The X-axis represents gene and the Y-axis represents log2 fold change. Red means up-regulation, above the X-axis. **(E)** MCC, MNC, Degree, EPC, and Closeness algorithms were used to verify the obtaining 10 hub genes in Cytoscape software.

### Go functional and KEGG pathway enrichment analysis of the host genes of DECs

In view of circRNAs are derived from precursor (pre)-mRNAs and formed by back-splicing, namely a downstream 5′ splice site is covalently binded with an upstream 3′ splice site (15–17, 35). Moreover, the abundance of circRNAs are negatively correlated with their linear host genes mRNAs because of there is a competition between circRNA biogenesis and pre-mRNA splicing (36). Thus, whether the host genes of DECs are involved in the regulation of SCI is a meaningful issue worth studying. 

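Across 1285 circRNAs with at least 10 counts and a single host gene, Spearman's rho between the log2 fold change of the circRNA and that of its host gene's summed mRNA counts was -0.02 (2-sided permutation test with 100000 resamples, p = 0.548). Among the 45 called circRNAs with a single host gene, rho was -0.17 (permutation test, p = 0.265). With at least 20 counts, rho was -0.11 (permutation test, p = 0.00437). With at least 5 counts it was -0.05 (permutation test, p = 0.0163), and without control replicate 3 it was -0.07 (permutation test, p = 0.00975). These relations are across circRNAs, several of which share a host gene, so they are not independent replicates.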

Subsequently, Go functional and KEGG pathway enrichment analyses were conducted to investigate the potential biological functions of their host genes. GO function annotations included terms in the biological process (BP), molecular function (MF), and cellular component (CC) categories. The top 10 BP terms encompassed hair follicle maturation, regulation of synaptic transmission GABAergic, actin filament organization, regulation of protein ubiquitination, synapse organization, regulation of cell-substrate adhesion, synaptic transmission, GABAergic, regulation of protein modification by small protein conjugation or removal, positive regulation of protein localization to plasma membrane, and positive regulation of protein localization to cell periphery(**Figures 6A, B**). The enriched top 10 CC were actin filament, adherens junction, insulin-responsive compartment, actin cytoskeleton, postsynaptic actin cytoskeleton, filopodium tip, postsynaptic cytoskeleton, late endosome, presynaptic cytosol, and microtubule plus-end (**Figures 6C, D**). The MF analysis unveiled that the host genes of DECs were significantly enriched in the following terms: Rho guanyl-nucleotide exchange factor activity, ubiquitin protein ligase activity, ubiquitin-like protein ligase activity, Ras guanyl-nucleotide exchange factor activity, Ras GTPase binding, ubiquitin-protein transferase activity, small GTPase binding, actin binding, ubiquitin-like protein transferase activity, and enzyme activator activity (**Figures 6E, F**). The cneplots shown the enrichment of the host genes of DECs in each pathway (**Figures 6B, D, F**).

**Figure 6:**
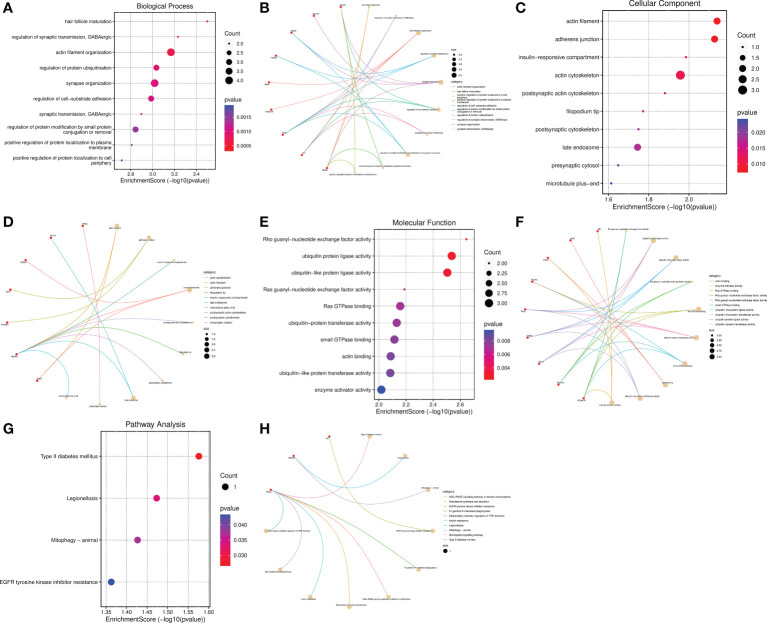
Functional and pathway enrichment analysis of the host genes of DECs. **(A–F)** Bubble diagram and cnetplot showing the host genes of DECs enriched in the different GO categories, including BP, CC, and MF. **(G, H)** KEGG pathway enrichment analysis of the host genes of DECs.

The enriched top 10 KEGG pathways included the Prkce-mediated Type II diabetes mellitus、Fc gamma R-mediated phagocytosis AGE-RAGE signaling pathway in diabetic complications Aldosterone synthesis and secretion、Insulin resistance、Sphingolipid signaling pathway and Inflammatory mediator regulation of TRP channels, Bcl2l13-mediated Legionellosis and Mitophagy, and Nf1-mediated EGFR tyrosinekinase inhibitor resistance (**Figures 6G, H**). Among them, the pathways of Type II diabetes mellitus, Legionellosis, Mitophagy, and EGFR tyrosinekinase inhibitor resistance were statistically significant (P value<0.05) (**Figure 6G**). Taken together, these results suggested that the host genes of DECs possibly regulate synapse function, inflammatory response, and mitophagy, etc.

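The deposited annotation lists KEGG pathways per transcript and holds 9 of the 10 named pathways, all except Mitophagy. Of the host genes of the 24 circRNAs in Table 1, 6 have a listed pathway, and each of the 9 pathways holds 1 of them. Against the 882 host genes of all circRNAs with a listed pathway, Legionellosis had p = 0.0336 and Type II diabetes mellitus p = 0.0727 (1-sided Fisher's exact test). EGFR tyrosine kinase inhibitor resistance had p = 0.123 in the same exact test. After Benjamini-Hochberg adjustment over the 9 pathways, the lowest adjusted p was 0.152 (Fisher's exact test). The paper lists these pathways as its top ones for the same host genes, so that each holds 1 was fixed in advance. The adjustment leaves out all pathways that the paper did not list. Against all 6971 genes of the mRNA table with a listed pathway, Type II diabetes mellitus had p = 0.0365, Legionellosis 0.0464 and EGFR tyrosine kinase inhibitor resistance 0.0588 (Fisher's exact test). The lowest adjusted p there was 0.0958 (Fisher's exact test), and this pairing of list and background was chosen after seeing the data. Among the 13 host genes with a listed pathway of the circRNAs called by edgeR, Legionellosis had the lowest p, 0.0717 (Fisher's exact test). From gene ontology terms and pathways together, the paper proposes that host genes of DECs possibly act on synapses, inflammation and mitophagy.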

### Go functional and KEGG pathway enrichment analysis of the IRG-related DEGs

The top 10 BP terms including positive regulation of cytokine production, positive regulation of response to external stimulus, regulation of phagocytosis, positive regulation of cell adhesion, negative regulation of immune system process, myeloid leukocyte activation, positive regulation of tumor necrosis factor superfamily cytokine production, regulation of tumor necrosis factor superfamily cytokine production, tumor necrosis factor superfamily cytokine production, and phagocytosis (**Figures 7A, B**). The enriched CC were receptor complex, membrane microdomain, membrane region, focal adhesion, membrane raft, cell-substrate junction, NADPH oxidase complex, low-density lipoprotein particle, cytoplasmic side of membrane, and apical part of cell (**Figures 7C, D**). The MF were significantly enriched in the following terms: immune receptor activity, cargo receptor activity, cell adhesion molecule binding, pattern recognition receptor activity, integrin binding, double-stranded RNA binding, cytokine receptor activity, low-density lipoprotein particle receptor activity, superoxide-generating NAD(P)H oxidase activity, and glycosaminoglycan binding (**Figures 7E, F**). The cneplots shown the enrichment of the host genes of DECs in each pathway (**Figures 7B, D, F**). The KEGG enrichment analysis results were described as follows: Phagosome, Chemokine signaling pathway, Osteoclast differentiation, Fc gamma R-mediated phagocytosis, Hematopoietic cell lineage, Viral protein interaction with cytokine and cytokine receptor, Toll-like receptor signaling pathway, Cytokine-cytokine receptor interaction, Cytosolic DNA-sensing pathway, and Lipid and atherosclerosis (**Figures 7G, H**).

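The deposited annotation holds 8 of these pathways, all except Viral protein interaction with cytokine and cytokine receptor and Lipid and atherosclerosis. The shift of each pathway's genes was tested with camera (limma, preset correlation of 0.01) on log2 CPM of gene sums, over all its tested genes and not only those past the thresholds. All 8 were higher in SCI, and 7 had an adjusted p under 0.05. Cytokine-cytokine receptor interaction had the smallest, with a median log2 fold change of 0.62 over 142 genes (adjusted p = 3.4e-07, camera with Benjamini-Hochberg adjustment in limma). Chemokine signaling pathway, at a median of 0.11, had an adjusted p of 0.0555 (camera, limma). Without SCI replicate 3, 5 stayed under 0.05, and Fc gamma R-mediated phagocytosis (0.0706) and Cytosolic DNA-sensing pathway (0.0869) no longer did. With no filter, or without any 1 control library, all 8 were under 0.05, as they were under fry. The pathways share genes, and this test was chosen after seeing the data. The paper drew the pathways from immune-related genes called on these same libraries, so the shifts are not independent evidence.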

**Figure 7:**
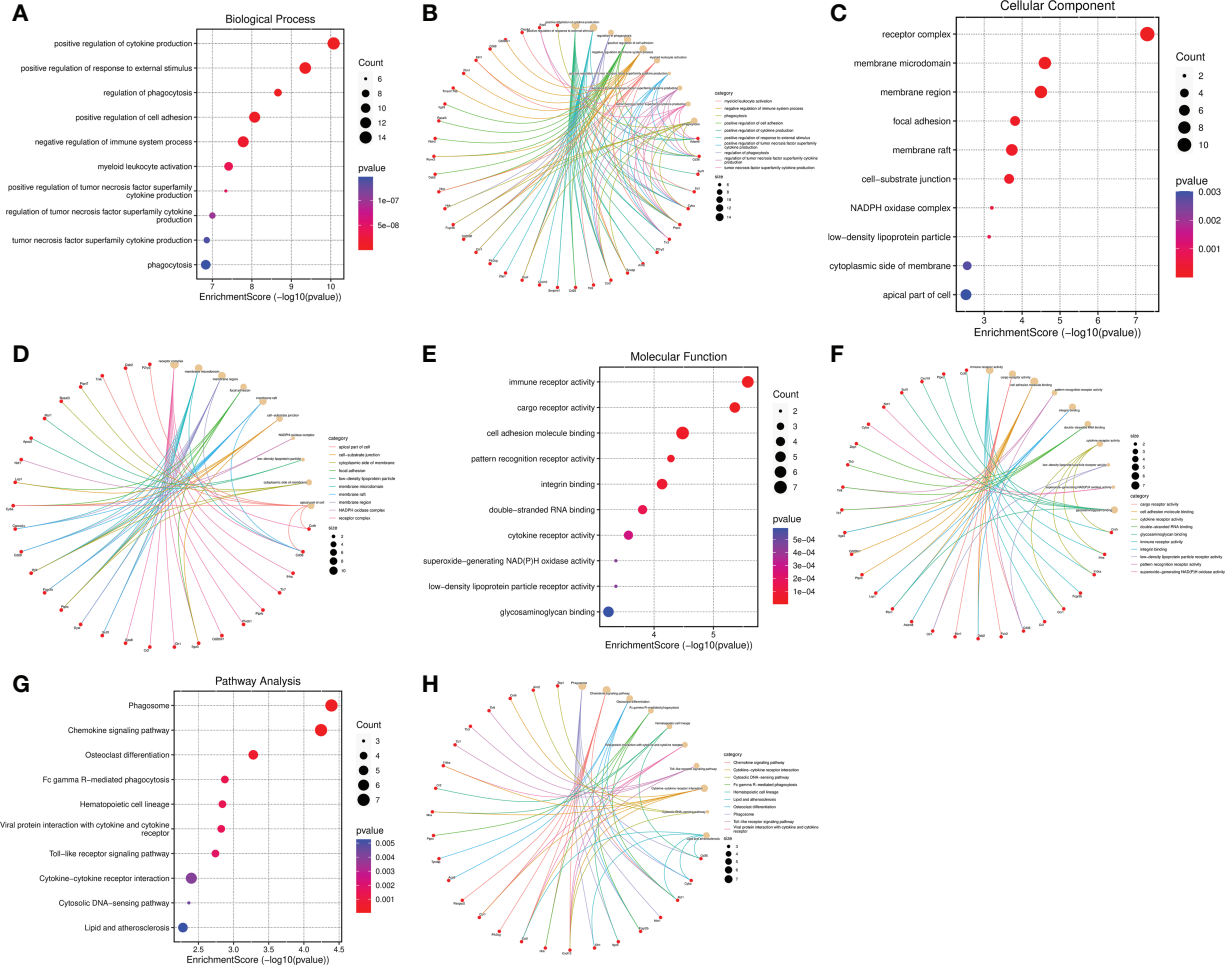
Functional and pathway enrichment analysis of the IRGs related to SCI. **(A–F)** Bubble diagram and cnetplot showing the host genes of DECs enriched in the different GO categories, including BP, CC, and MF. **(G, H)** KEGG pathway enrichment analysis of the host genes of DECs.

## Discussion

In the past decade, genetic regulation of the occurrence and progression of diseases has received increasing attention. The occurrence of a large number of DECs and DEGs after SCI is the pathological features of SCI (20–28), but the mechanism by which circRNAs-mediated the pathological process in the subacute stage after SCI has not been reported yet. In the present study, the circRNAs and mRNAs expression profiles were sequenced by high-throughput sequencing technology in the mice model of the subacute stage after SCI, and the characteristics and expression levels of DECs and DEGs were analyzed. Through the bioinformatics analysis, we found 20 DECs and 274 DEGs were up-regulated as well as 4 DECs and 98 DEGs were down-regulated after SCI in mice. Among them, circRNA02778 and circRNA02370 were top up-regulated and circRNA05219 was top down-regulated DECs in SCI tissues. Furthermore, we predicted that mmu-miR-7056-5p, mmu-miR-5130, mmu-miR-2861, mmu-miR-6971-5p, mmu-miR-207, and mmu-miR-1956 were the downstream targets of circRNA02370. However, the study of circRNA02778, circRNA02370, and circRNA05219 in SCI remain a blank, whether they act as ceRNA to mediate the pathological process of SCI in a miRNA-dependent manner, which need further investigation.

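From counts summed over all transcripts, the mRNA of Prkce, Nf1, Dock10, Myo5a, Ube3a, Epha3 and Bcl2l13 was lower in SCI for all 7 genes, with log2 fold changes between -0.43 for Prkce and -0.09 for Bcl2l13. In edgeR 0 of the 7 had an adjusted p under 0.05: the lowest was 0.065, for Prkce, and the highest 0.591, for Epha3 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave Prkce an adjusted p of 0.0228 and limma-voom 0.0631, and without SCI replicate 1 edgeR's was 0.0288. At an unadjusted p, 2 of the 7 were under 0.05, Prkce at 0.0134 and Nf1 at 0.0335 (edgeR). CircRNA01429 of Prkce had 5, 7 and 5 reads in SCI replicates 1, 2 and 3 and was listed at 0 in the controls.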

Then we performed GO and KEGG function enrichment analysis on the host genes of DECs, and observed that Prkce (circRNA01429 host gene) and Nf1 (circRNA00537) were involved in the regulation of synaptic transmission, GABAergic and enzyme activator activity; Dock10(circRNA00105), Myo5a(circRNA03290), Ube3a(circRNA02860), and Epha3 (circRNA05219) were related to synapse organization; Bcl2l13(circRNA02778) linked to mitophagy; Myo5a associated with postsynaptic actin cytoskeleton and postsynaptic cytoskeleton; and Prkce linked to presynaptic cytosol and inflammatory mediator regulation of TRP channels. Consistent with our results, Shi et al (37). found that several DEGs participated in axon guidance, dopaminergic synapses, glutamatergic synapses, GABAergic synapses, and inflammatory signaling pathway in rats SCI model by RNA-sequencing. Furthermore, synaptic transmission, synapse remodeling, synapse reorganization and neuroinflammation have implicated in SCI (34, 38–40). Thus, we hypothesized that the DECs might be closely related to the pathological process of SCI.

Growing evidence have unveiled that neuronal inflammatory and immune responses are the pathomechanism of SCI (34, 39–43). Buzoianu-Anguiano and colleagues believed that the inflammatory and immune responses develop as follows: first is the immune cells such as neutrophils and macrophages secrete different cytokines and ROS, and followed by activating the chemokine CXCL10 and type II histocompatibility complex MCH-II, leading to a pro-inflammatory and immune microenvironment (40). Shi et al (37). identified that DEGs most enriched in immune response *via* Go analysis. Grassner et al (41). pointed to neutrophils and eosinophils were activated and infiltrated in SCI patients with infection, indicating that systemic immune imbalance after SCI can predict the risk of infection and the recovery of neurological function. Axon regeneration exerts a crucial role in promoting neurological recovery after SCI, and immune and inflammatory cells are involved in the regeneration of damaged neuronal axons (39, 42, 43). Horn et al (42). confirmed that the interactions between activated macrophages and injured neuronal axons play a central role in axonal retraction. Kurimoto et al (43). uncovered that neutrophils first respond in immune system after SCI, which can promote axonal regeneration induced by inflammation.

In this study, we identified top 9 IRGs (Ptprc, Fcgr2b, Ccl2, Tlr7, Cxcl10, Cd28, Il10ra, Cd68, and Tlr3) related to SCI and found they were significantly upregulated after SCI. Interestingly, Yan et al (44). also reported that the relative expression level of Ptprc and Fcgr2b were remarkably increased after SCI *via* PCR detection. Wang et al (45). demonstrated that CXCL10 was remarkably increased in SCI and had positive correlation with pro-inflammatory response. CXCL10 and CCL2 were reported to act as a predictors of increased infections after SCI (41). Toll-like receptors (TLRs) have the potential to modulate inflammatory and initiate immune responses (46, 47). Gucluler et al (47). reported that there was a toll like receptor-7 (TLR7) and TLR9-mediated innate immune dysfunction in SCI patients. TLR3 and TLR7 also promoted the secretion of the pro-inflammatory cytokines in the spinal cord, and contributing to inflammatory pain (46). Even though, the reason why the expression levels of the IRGs significantly increased and their functions in the subacute stage of SCI needs to be further identified. Furthermore, more experiments need to be performed to validate and understand how the IRGs mediated SCI *via* regulating neuronal inflammatory and immune responses.

Nevertheless, this study also has several limitations need to be taken seriously. First is the predictive results were mainly based on bioinformatics analysis, and the study samples were collected from rats rather than humans, so the relevant molecular biology and animal experiments were needed to further demonstrate the immunomodulatory effects and corresponding mechanisms of the key IRGs after SCI. Then there’s the relatively small size of the sample that might affect the conclusions. Finally, the correlation of circRNA, miRNA, and mRNA, and whether they constitute the circRNA-miRNA-mRNA ceRNA signaling axis that plays a role in SCI, is also a topic worthy of investigation.

## Conclusion

In summary, we screened 24 DECs and 372 DEGs by high-throughput RNA sequencing analysis, and found that circRNA02778, circRNA02370, and Ctsd were top up-regulated as well as circRNA05219 and Huwe1 were top down-regulated after SCI. Functional enrichment analysis shown that the functions of DECs are mainly focused on synaptic functions and inflammatory response. Meanwhile, we identified multiple IRGs (Ptprc, Fcgr2b, Ccl2, Tlr7, Cxcl10, Cd28, Il10ra, Cd68, and Tlr3) related to SCI and found they were significantly upregulated after SCI, but the specific mechanisms by which they regulate SCI by mediating neuronal inflammatory and immune responses need to be further explored. Findings of this study provide new direction and molecular basis for the diagnosis and treatment of SCI in the future.

## Data availability statement

The data presented in the study are deposited in the GEO repository (https://www.ncbi.nlm.nih.gov/gds/), accession number GSE217797. We declare that the data supporting the findings of this study are available with in the article and from the corresponding author upon reasonable request.

## Ethics statement

The animal study was reviewed and approved by Xuanwu Hospital ethics committee, Capital Medical University.

## Author contributions

YL designed and wrote the manuscript. XC and SL critically reviewed and revised the manuscript. BW and WS performed the bioinformatics analysis. GL and CK collected samples for RNA-sequencing. All authors contributed to the article and approved the submitted version.

## Funding

This research was funded by National key R&D plan(2020YFC2004905) R&D Program of Beijing Municipal Education Commission (KZ/KM/SZ/SM2022100250**), and Beijing Municipal Medical Science Institute-Public Welfare Development Reform Pilot Project (Capital Medical Research No. 2019-2).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

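Spinal cord tissue was taken 4 days after surgery from 3 mice with laminectomy alone (control) and 3 SCI mice. It gave 6 libraries of RNA depleted of ribosomal RNA. From these, circRNAs and mRNAs were quantified. Conditions and replicate numbers were taken from the sample labels.

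The authors deposited back-splice junction counts per circRNA and RPKM values, which were computed from those counts with the total junction reads of the library as the divisor. The deposited comparison of the groups holds log2 fold changes, which equal the log2 ratio of the 2 mean RPKM values with 0.0001 written in place of a mean of 0, in 100% of circRNAs within a tolerance of 0.001. It also holds p-values and q-values from the authors' DESeq2 test. GC content was deposited as a percent. For mRNA, the authors deposited whole-number counts per transcript and TPM values. RPKM values were equal between the summary and RPKM tables in 100% of entries, as were mRNA counts between both mRNA tables. The 18 columns of values per sample that repeat these tables were not used here. Aligner versions and the genome build are not given in the sources used here, so coordinates are those of the deposited tables.

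The deposited circRNA count table names the 6 libraries in the reverse order of the summary table, and the summary table's names were used. Of the mRNA gene identifiers, 99.7% matched the gene name list. No circRNA had fewer than 2 reads in a library where it was listed above 0. The median total per circRNA was 4 reads. Counting floors of 3 counts were used only for mRNA, and they cover counting error alone.

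Counts were analysed with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test, prior count 0.125, Benjamini-Hochberg adjustment), with the group as the only term. CircRNAs were called at |log2 fold change| > 2 and unadjusted p < 0.05, and mRNAs at |log2 fold change| > 5 and adjusted p < 0.01, the thresholds the paper gives. CircRNAs had no filter beyond 1 count, and transcripts and gene sums passed filterByExpr. Alternatives were DESeq2 1.42.0 (on all features with a count, with its own independent filtering, so tool and filter change together), limma-voom in limma 3.58.1, other size factors, filters, prior count 1, the replicate number as a block, and each library left out in turn. Marker lists of 13 cell types were written before the data were examined and tested with camera and fry on log2 CPM (prior count 2). Correlations, ANOSIM, principal components and permutation tests used numpy 2.4.6 and scipy 1.17.1. Permutation tests were exact over all splits of the libraries, or used 100000 resamples across circRNAs.

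The steps were tested on simulated data with 200 changed features at a log2 fold change of 3. Of the changed circRNAs, 33.5% came out at an unadjusted p under 0.05 and 1% after adjustment. Of the changed transcripts, 7.5% had an adjusted p under 0.05 and 0% under 0.01, and of the changed genes 100% had one under 0.01. Within each kind of feature, all counts were simulated with the same common dispersion. Genes that vary more between mice can be missed more often, so the 100% need not hold for the real genes.

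Items named in the text follow a rule set before the data were examined: the circRNAs and genes that the paper names, the circRNAs of Table 1 and the genes of Figure 4F as groups, and the 5 with the smallest p in each direction among those called with groups that do not overlap. Outside this rule, circRNA03467, Serpina3n, Mki67, Aurkb, Hbb-bs and S100a8 were named after their values were seen. The paper's Table 1 and Figures 1 to 5 had been seen when the rule was set. The list of immune-related genes, gene ontology terms, protein networks and miRNA targets were not analysed here.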

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

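The marker lists and the summed counts were set before the data were examined. Chosen after the result was seen were the median with Aurkb at its floor and the comparison of the rise with library size.

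Marker genes of cycling cells, which the paper does not analyse, were higher in SCI, with a median log2 fold change of 4.16 on log2 CPM (camera, adjusted p = 2.7e-06; fry, adjusted p = 0.0244). The groups did not overlap for any of the 10 genes, with SCI higher in each. Chance gives 10% per gene for both directions together. None of the 10 was above 1 CPM in all controls, and none is in another list. Mki67 was at 1.91 ± 1.85 CPM (SD, n = 3) in control and 78.8 ± 63.7 CPM (SD, n = 3) in SCI. Aurkb had no count in the controls. With Aurkb at its floor of 3 counts per library, the median of the fitted log2 fold changes was 4.54, against 4.57 as fitted. Library size is already divided out of CPM, so setting it beside the 17.9-fold median rise is no test of it as the cause. The largest ratio of mRNA counts between an SCI and a control library was 1.25, and the mean ratio was 0.924. Leaving out 1 library kept the median between 3.48, without SCI replicate 3, and 4.82, without control replicate 2. Blood left in the tissue was tested with erythrocyte markers, of which 0 were higher in every SCI library. Dividing cells after injury are a candidate explanation that the design names, and it was not tested further. Cells that entered the tissue and resident cells were not separated.

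From counts summed per gene, 24 of the 29 called genes lie outside those that the paper names, and 5 are among the hub genes or the genes of Figure 4F. All 24 are higher in SCI. Division of reads among the listed transcripts of a gene does not act on its summed counts. Reads shared with other genes or with unlisted transcripts could, and this was not tested. Of the 10 splits of the libraries into groups of 3, 1 had as many calls, the real one, and the others had 0. With 10 splits the share cannot fall under 0.1, so this count by itself cannot exclude chance. The number depends on single libraries: it was 0 without control replicate 1 or 3, 3 without control replicate 2 and 5 without SCI replicate 2. The injury itself stays open as a biological explanation, untested beyond these comparisons.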

How the results depend on the processing

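Chosen after seeing the data were the count table's names, the thinning that applies the minimum of 2 reads, the thinning to equal totals, the correlation without the 10 highest circRNAs, the TPM ratio and the 24 circRNAs of Table 1 against all genes of the mRNA table, as were the pathways of immune-related genes tested beside the marker lists; the other alternatives were set before the data were examined.

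The median correlation between libraries was 0.284 on log10(RPKM + 0.0001), 0.348 on log2(RPKM + 1), 0.970 over circRNAs above 0 in both libraries, 0.996 on counts, 0.335 as Spearman's rho and 0.741 without the 10 highest circRNAs. ANOSIM R ranged from -0.167 to 0.667 with 1 library left out, and was below 0 without SCI replicate 2 (-0.167) and without SCI replicate 3 (-0.0833). The cause was not tested. PC1 held 26.4% on log2(RPKM + 0.0001) and 27.5% with at least 10 counts, and separated the groups in neither. The catalogue held 2980 circRNAs found in at least 2 libraries and 1655 with at least 10 counts, by construction fewer. The ratio of detected circRNAs was 1.24 after plain thinning, 0.987 after thinning with values under 2 reads set to 0, which reversed it, and 1.03 after thinning to equal totals. In that order the 3 ways were run.

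CircRNAs called numbered 57. DESeq2 called 24, limma-voom 7, filterByExpr 0 of 184 tested (14 under an unadjusted p of 0.05), and an unadjusted p under 0.05 with any size of change 99. With 1 library left out, calls numbered 41 to 72, and after adjustment 0 to 3, the 3 without control replicate 2. The balance of higher and lower calls moved with scaling: 49 and 8 with TMM, 39 and 14 with DESeq2's size factors, 34 and 18 with library size alone and 81 and 4 with mRNA library sizes. It was 20 and 22 without SCI replicate 3. Under the count table's names the calls were 8 higher and 49 lower, and the log2 fold change was reversed to -4.92 for circRNA02778, -5.08 for circRNA02370 and 4.99 for circRNA05219. The cause of the other shifts was not tested.

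Per transcript, edgeR called 0 (4787 under an unadjusted p of 0.05), limma-voom 0 and DESeq2 469. The TPM ratio with DESeq2's adjusted p called 486, and summed counts 29. With 1 library left out, 0 to 2 were called, 2 without SCI replicate 1 and 1 without SCI replicate 3. Per gene, DESeq2 called 111 and limma-voom 13, against 29. With |log2 fold change| > 1 the count was 356, and with any size of change 445. With 1 library left out it lay between 0 and 36: 0 without control replicate 1 or 3, 3 without control replicate 2 and 5 without SCI replicate 2. The cause was not tested.

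Hub genes with a transcript higher at an adjusted p under 0.05 numbered 2 in edgeR, 10 in DESeq2, 0 in limma-voom, 1 with DESeq2's size factors, 0 with library size alone, 0 with no filter, 9 as gene sums and 0 to 1 with 1 library left out. Of the gene sums, 4 to 9 passed with 1 library left out, 4 without control replicate 1 and 5 without control replicate 2. Of Ctsd and Huwe1, 1 had such a transcript in the paper's direction in edgeR, 2 in DESeq2, 0 in limma-voom, 0 with DESeq2's size factors, 0 with library size alone, 0 with no filter, and 0 to 1 with 1 library left out. The gene sum of Tlr3 ranged from -0.305 to 0.0788 with 1 library left out, and changed sign without control replicate 2 (0.0788) and without SCI replicate 2 (0.0182). The cause was not tested.

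The correlation of circRNA and host gene changes passed p = 0.05 with at least 5 counts (-0.051, permutation p = 0.0163) and at least 20 counts (-0.109, permutation p = 0.00437), and with 1 library left out ranged from -0.072 to -0.00073, with p under 0.05 without control replicate 3 alone. Pathways of host genes at a Fisher's exact p under 0.05 numbered 0 for edgeR's calls, 1 for DESeq2's, 1 for the 24 of Table 1 and 2 for those 24 against all genes of the mRNA table. With edgeR's calls against all genes it was 0. Marker lists with an adjusted p under 0.05 numbered 6 in camera and 4 to 7 over the alternatives. The median of B cell markers ranged from -0.0973 to 0.339 with 1 library left out and was reversed without control replicate 3 (-0.0973) and without SCI replicate 1 (-0.0740). That of erythrocyte markers ranged from -0.424 to 1.37 and was reversed without SCI replicate 2 (-0.424). The cause was not tested.

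The replicate numbers do not pair the mice: with group means removed, same-numbered libraries correlated at 0.226, 0.0239 and 0.0018 over genes. With the replicate number as a block, edgeR called 16 circRNAs, 14 genes, 0 transcripts, 0 hub genes by transcript and 0 of Ctsd and Huwe1.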

Differences from the paper's values

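The paper's number of DECs is 24, and edgeR called 57, with 49 higher against the paper's 20 and 8 lower against the paper's 4. Of the alternatives set before the data were examined, DESeq2 gave 24 (20 and 4), and these are the 24 circRNAs of Table 1. The replicate number as a block gave 16, also within 1.5 times of the paper's total. The others differ from it by more: limma-voom (7), DESeq2's size factors in edgeR (53), library size alone (52), prior count 1 (46), at least 10 counts (52), filterByExpr (0), mRNA library sizes (85), any size of change (99) and each library left out (41 to 72). For the higher calls, the block (14), leaving out SCI replicate 2 (30) and leaving out SCI replicate 3 (20) also lie within 1.5 times of the paper's value, and the others do not. For the lower calls, mRNA library sizes (4), at least 10 counts (6) and leaving out control replicate 1 (5) do, and the others do not.

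The paper's number of DEGs is 372, with 274 higher and 98 lower. Tested per transcript, edgeR called 0, with 4787 under an unadjusted p of 0.05. The simulated data gave 0% of changed transcripts under an adjusted p of 0.01, so this 0 does not count against the paper's number. DESeq2 called 469 (350 higher and 119 lower), within 1.5 times of the paper's values. With counts summed per gene edgeR called 29 higher and 0 lower. The other alternatives gave between 0 and 2 and differ from the paper's value. The ratio of mean TPM with DESeq2's adjusted p, chosen after seeing the values, gave 486.

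The log2 ratios of mean RPKM with a floor of 0.0001 match those of Table 1 for all 24 circRNAs.

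The paper names Huwe1 as the most lowered gene, while its gene sum had a log2 fold change of -0.13 (edgeR, adjusted p = 0.321), and 1 of its transcripts fell to 0 in SCI, as it had in control replicate 1. DESeq2 calls that transcript. The paper states that all hub genes were higher after SCI. Of the gene sums, 9 of 10 were, and Tlr3 stood at -0.10 (edgeR, adjusted p = 0.806), while its transcript ENSMUST00000167106 was higher (edgeR, adjusted p = 0.0493). Of the genes shown as lowered in Figure 4F, the gene sums of 5 of 10 were lower. Of these, Nyap1 had an adjusted p under 0.05 in edgeR (0.0447), and Golga1 had one in DESeq2 (0.0196). The paper states that most exonic circRNAs had a length of 4000 bp. Of these, 11.2% were 4000 bp or longer and 52.3% were under 1000 bp. It states that most exonic circRNAs had 2 to 4 exons, and 43.3% did. It places the largest share of lengths at 600 to 800 bp and above 3800 bp. From 600 to under 800 bp lay 711 and above 3800 bp, an open-ended class, 809. The 100 bp steps that start at 200 and 300 bp held 434 and 556, together more than either, as did those from 400 and 500 bp with 489 and 408. It lists Type II diabetes mellitus and EGFR tyrosine kinase inhibitor resistance among pathways under the threshold. Against the host genes of all circRNAs they had p = 0.0727 and 0.123 for the 24 circRNAs (Fisher's exact test), and Legionellosis, also in that list, had p = 0.0336. Against all genes of the mRNA table, a background chosen for these 24 after seeing the values, Type II diabetes mellitus had p = 0.0365, Legionellosis 0.0464 and EGFR tyrosine kinase inhibitor resistance 0.0588 (Fisher's exact test), so of these 3 only the last stayed above 0.05.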

Other observations

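Chosen after the result was seen were the ranking of the reversed order among all matchings, the thinning held to the minimum of 2 reads and the thinning to equal totals; the other tests were set before their results were seen.

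The deposited circRNA tables give opposite group names, as the count table lists the libraries in reverse. A candidate explanation is that the summary table's names are the reversed ones. If so, circRNA changes would run against those of host genes. Over 197 circRNAs whose host gene changed by more than 0.5, Spearman's rho was -0.132 (2-sided permutation test, p = 0.0644). Matching circRNA and mRNA libraries by the reads of shared host genes, the reversed order ranked 3 of 720 orders with at least 10 junction reads per host gene, and the summary table's order 536. With at least 5, 20 and 50 reads, the reversed order ranked 9, 10 and 3, and the summary table's 600, 578 and 668. At 50 reads the sums of r were 0.737 and -0.482. These ranks also hold the difference between the groups. With group means removed, the reversed order ranked 2 of the 36 orders across groups, which met the value set in advance for a mislabelling, but the summary table's order also ranked 2 of the 36 within groups. The comparison within groups therefore separates neither, with sums of r of 0.238 and 0.173. Junction reads and mRNA totals of the 6 libraries had Pearson's r of -0.259 (permutation p = 0.568) and Spearman's rho of -0.429 (permutation p = 0.419) under the summary table's names. Under the count table's, r was 0.803 (permutation p = 0.0806) and rho 0.429 (permutation p = 0.419). Without the 2 farthest libraries, r was 0.493 under the count table's names and 0.036 under the summary table's. Competition between circRNA formation and linear splicing would put the summary table's order at the low end. It ranked 35 of 36 from the lowest, near the opposite end, so the prediction set in advance failed. Under the summary table's names, this counts against competition within groups. Competition is left open only because the names are undecided and the correlations that follow are negative. The correlation of circRNA and host gene changes over all hosts was -0.0169 with at least 10 counts (permutation p = 0.548), -0.0508 with at least 5 (permutation p = 0.0163) and -0.109 with at least 20 (permutation p = 0.00437). A negative value goes with competition and with reversed names alike, and its sign would turn under the count table's names. Which table carries the right names cannot be told apart with these values.

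More circRNAs were called higher than lower in SCI, and the SCI libraries hold more junction reads. Seen only in SCI were 2558 circRNAs and only in controls 1316. Plain thinning to the smallest library left a ratio of 1.52, so depth alone, tested as set in advance, did not remove the excess. Such thinning keeps single reads, which no deposited library lists. Thinned and then held to the minimum of 2 reads, the numbers were 1320 and 1437, with totals that fell to 9050. Thinned to equal totals after the minimum, the ratio was 0.99, and edgeR called a median of 24 higher and 20.5 lower over 20 draws, with more higher than lower in 14 of them. Depth together with the minimum of 2 reads may account for most of the excess. The last 2 ways were chosen one after the other once the earlier results were known, and a change in circRNA formation after injury stays open, untested.

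Transcripts called at a log2 fold change over 5 are read as changed genes in the paper. Of the genes with a transcript that DESeq2 called, 23.0% were also called by DESeq2 from summed counts, 99 of 311 with a higher transcript and 0 of 119 with a lower one. Of the 311, 193 had a gene sum higher at an adjusted p < 0.01 (DESeq2), and of the 119, 8 had one lower at that threshold, while 45 had a gene sum of the opposite sign. This is consistent with reads being divided differently among transcripts of a gene in different libraries. A change of isoform after injury would give the same values and stays open.

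Other splits of the libraries test whether chance gives as many calls. Of 10 splits, 2 gave as many circRNA calls as the real one, and 1, the real one, gave as many genes. For circRNAs at adjusted p and for transcripts, the real split itself has 0 calls, so all 10 reach that number by construction and those 2 counts say nothing. The share is never under 0.1 with 10 splits, so the counts for circRNAs and genes by themselves cannot exclude chance.

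Marker lists other than cycling cells gave these medians of log2 fold change: macrophages and phagocytic microglia 4.16 (camera, adjusted p = 7.1e-08), fibroblasts 1.29 (0.0337), homeostatic microglia 1.13 (0.0179), endothelial cells 0.99 (0.00443) and neurons -0.58 (2.6e-05). Under fry, the macrophage, endothelial, neuron and cycling lists kept an adjusted p under 0.05. The neutrophil list stood at 1.55 (camera, adjusted p = 0.099), T cells, with 1 gene tested, at 0.73 (0.461), astrocytes at 0.55 (0.185), oligodendrocyte precursors at 0.31 (0.369), B cells at 0.10 (0.646) and oligodendrocytes at -0.25 (0.133). Single libraries changed several of these calls. The neutrophil list, with 6 genes tested, fell to 0.40 without SCI replicate 2 (adjusted p = 0.304), over 6 genes again. Without SCI replicate 3 it stood at 2.14 (adjusted p = 0.0225), over 7 tested genes. That rise is therefore not the effect of the library alone. Fibroblasts lost the call without control replicate 1 (1.02, adjusted p = 0.0825), SCI replicate 2 (1.22, adjusted p = 0.0703) or SCI replicate 3 (1.09, adjusted p = 0.0933), and stood at 2.14 without SCI replicate 1. Oligodendrocytes gained it without control replicate 1 (-0.33, adjusted p = 0.0401). T cells gained it without control replicate 1 (1.76, adjusted p = 0.0401) and without SCI replicate 2 (1.99, adjusted p = 0.00781), with 2 genes tested in each. With no filter and 8 genes tested, T cells also gained it (0.69, adjusted p = 0.044). The tested T cell genes differ between these fits, so the changes are not those of the libraries alone. B cells changed sign without control replicate 3 (-0.10) and SCI replicate 1 (-0.07). Of the macrophage list, 2 of 10 genes are named in the paper's Figures 4 or 5, and 8 were above 1 CPM in all controls.

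Erythrocyte markers stood at 0.65 (camera, adjusted p = 0.493), at -0.42 without SCI replicate 2 and at 1.37 without SCI replicate 1, and 0 of them were higher in every SCI library, which argues against blood left in the tissue as the source of the higher immune genes. In SCI replicate 2 alone, Hbb-bs was at 1219 CPM, against 118 to 240 in the other libraries, and S100a8 was at 31.5 CPM, against 0.894 to 3.58.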
